# Identification of novel candidate neural genes for diet-induced obesity in outbred heterogeneous stock rats

**DOI:** 10.21203/rs.3.rs-9695368/v1

**Published:** 2026-05-22

**Authors:** Thu Le, Teresa McGee, Osborne Seshie, Trangdai Bui, Gina Giorgio, Angela Beeson, Benjamin Johnson, Gracie Ang, Oksana Polesskaya, Abraham A. Palmer, William Valdar, Richard Mott, Leah C Solberg Woods

**Keywords:** Gene x diet interactions, genome wide association study, obesity, hypothalamus, heterogeneous stock rats

## Abstract

**Background:**

Obesity is caused by genetics, the environment (e.g., diet) and their interactions. The brain, specifically the hypothalamus, plays an important role in obesity, but controlled studies using human brain tissue are not possible. The goal of this study was to conduct a genome wide association study using outbred heterogeneous stock (HS) rats to map genetic loci associated with diet-induced obesity. This was followed by RNAseq in the ventromedial hypothalamus (VMH) to identify candidate causal obesity genes.

**Methods:**

We measured multiple metabolic traits (including fat and lean mass, fasting glucose, insulin, and lipids, glucose tolerance, food intake and activity levels) after long-term consumption of a low-fat (LFD) or high-fat diet (HFD) in 2000 HS rats, split equally by sex and diet. Rats were genotyped using low-coverage whole genome sequencing. RNAseq data was obtained from the VMH of a sub-set of 400 HS rats split equally by sex and diet. We used linear mixed models to detect physiological and expression quantitative trait loci (pQTLs and eQTLs, respectively) in the full dataset and separately by diet and sex. Genes with cis-eQTLs that overlapped pQTLs were assessed as candidate causal genes through mediation analysis. We also identified VMH genes differentially expressed by diet in both sexes, followed by pathway analysis.

**Results:**

We identified 47 pQTLs where six mapped multiple traits, 11 were diet-specific and 13 were sex-specific. We identified nine candidate causal genes, including *Pcare*, *Rbks, Mpv17* and *Gpn1* within a pleiotropic pQTL for multiple adiposity traits on rat chr. 6 and *Tnsfs9* within a pQTL for fat pad weight on rat chr. 9. We also identified *Ccdc77* as a candidate gene within a LFD-specific pQTL for activity levels and *Rtel1* and *Polr3k* within a male-specific pQTL for fatty liver. Genes involved in extracellular matrix and inflammation were dysregulated by diet, particularly in females, while males on HFD showed upregulation of several addiction pathways.

**Conclusions:**

We identified novel candidate genes as neural regulators of diet-induced obesity and related traits and confirmed the importance of accounting for diet and sex in genetic studies of obesity.

## Introduction

Obesity and overweight are major risk factors for multiple diseases including cardiovascular disease, type 2 diabetes, cancer and stroke (1). There has been a steady increase in prevalence of overweight and obesity (2), where current obesity prevalence in the United States reaches 68.6% (based on body mass index (BMI) and anthropomorphic measures such as waist-hip circumference) (3), emphasizing the dire state of health in the US and a critical need for new obesity treatments. Obesity is caused by genetics (4), the environment (5) and their interactions (GxE) (6, 7). Although human genome-wide association studies (GWAS) for obesity-related traits (e.g., BMI and body fat distribution) have identified many genetic effects (8, 9), GxE interactions (10, 11) are more challenging to identify. Most human studies for obesity-related traits that do account for genetic interactions with diet (GxD) either fail to report significant results (12, 13) or lack reproducibility due to insufficient power (e.g., sample size), high heterogeneity, measurement error and lack of proper controls (14, 15).

Obesity is, in large part, a brain disease where neuronal circuits play a role in regulating food intake and peripheral metabolism (16–18). The hypothalamus, a key brain region involved in satiety signaling and energy homeostasis (19–22), is divided into sub-sections (23). The ventromedial hypothalamus (VMH) is known to play an important role in obesity, lipid metabolism, and glucose production and uptake (24–30). The VMH sends (31) and receives (32, 33) signals from the arcuate nucleus, a region well known for regulating satiety signaling via the leptin-melanocortin pathway (34, 35). Although genes located near BMI-associated loci in human GWAS are enriched within the hypothalamus (36, 37), these studies did not account for diet. Importantly, it is impossible to collect human brain tissue under controlled conditions after a specific diet treatment.

Animal models of human complex disease offer several advantages over human studies, including the ability to regulate environmental exposures such as diet and to collect tissues, including brain, under tightly controlled conditions. Our laboratory uses outbred heterogeneous stock (HS) rats for genetic mapping of obesity and other metabolic traits. HS rats were created from eight inbred founder strains (38), with known differences in metabolic traits (39). They have been bred for over 100 generations, approximating the spectrum of common genetic variation segregating in humans (40, 41). Previous work in our lab has demonstrated the utility of HS rats for understanding genetics underlying obesity when rats were on normal chow (42–44) and shown translational relevance to humans (45–47). Here, we conducted a controlled diet study in a large cohort of HS rats to identify genetic loci for obesity/metabolic health, including those that interact with diet or sex. We then assessed gene expression changes within the VMH in response to diet and employed mediation analysis to identify candidate causal genes within the genetic loci. We also identified genes that were differentially expressed by diet in both sexes, followed by pathway analysis.

## Methods

### Animals and Diet

The outbred NIH HS rat colony was initiated in 1984 from eight inbred founder strains: ACI/N, BN/SsN, BUF/N, F344/N, M520/N, MR/N, WN/N, WKY/N, and maintained to minimize inbreeding [13]. Rats used in this study were maintained at Wake Forest University school of Medicine (NMcwiWFsm:HS, Rat Genome Database number 13673907) (41), weaned at 21 days of age and housed 2 rat of the same sex per cage (except for one week for evaluating food intake) in micro-isolation cages (non-siblings housed together) in a conventional facility. Throughout the course of the study, 1942 HS rats were saved from 824 distinct breeder pairs. To maximize genetic heterogeneity, we randomized only one or two males and females from each breeder pair (two males and/or females from 234 breeder pairs, with only one male and female from the other breeder pairs), with siblings placed on different diets. We saved 12 experimental animals each week throughout the course of the study (July 2020 through January 2024). All rats were housed at standard temperature and humidity conditions on a 12-hour light/dark cycle with *ad libitum* access to food and water. Breeders and experimental rats up to five weeks of age were fed standard rodent chow (Lab Diet, Prolab RMH 3000, #5P00). At five weeks of age, experimental rats were randomly assigned to either high fat diet (HFD) or low-fat diet (LFD) (Research Diets #12492: 5.21 kcal/g, 60% fat, 20% carbohydrate, 20% protein; or #D12450J: 3.82 kcal/g, 10% fat, 70% carbohydrate, 20% protein; both diets contain 17% sucrose, and the fat source is lard and soybean oil with all other components being matched). All animal experiments were performed using protocols approved by the Institutional Animal Care and Use Committee at Wake Forest University School of Medicine.

### Study Design

1942 HS rats were phenotyped as shown in Table 1. Each cohort consisted of 12 genetically distinct rats (6 males and 6 females). At five weeks of age, prior to the start of HFD or LFD, baseline adiposity was measured using an EchoMRI. Body weight was then measured weekly. At 12 weeks of age (seven weeks on diet), rats were individually housed for one week to measure food intake. At 15 weeks of age (10 weeks on diet), EchoMRI was used to measure fat and lean mass, followed the next day by an intra-peritoneal glucose tolerance test (IPGTT) to measure fasting glucose, insulin and glucose tolerance. We then implanted a telemeter to measure daily activity. We measured activity when animals were both individually and pair housed. While individually housed, we took a second measurement of individual food intake. Rats were then euthanized after a four-hour fast. Blood was collected for measuring lipids and multiple tissues were collected and snap frozen for subsequent RNA analysis. Spleen was collected for DNA extraction and genotyping. All experiments were conducted at similar times of day across cohorts. Test details are described below. The full list of phenotypes that were collected is listed in **Supplemental Table 1** with raw phenotype data shown in **Supplemental Table 2**.

#### EchoMRI

Prior to diet assignment and after 10 weeks of LFD or HFD consumption, rats went through EchoMRI analysis (EchoMRI LLC, Houston, TX) to measure fat and lean mass. Non-fasted rats were initially weighed and then each rat was scanned in the machine for two minutes in triplicate. EchoMRI occurred in the morning between 9am-12.

#### IPGTT

Rats were fasted overnight for 16 hours. Testing began at 10am +/− 30 minutes at which time fasting blood glucose was measured (Contour Next EZ) and serum was saved for subsequent determination of fasting insulin. We then administered an intraperitoneal injection of glucose (1 mg/kg body weight) and measured blood glucose at 15, 30, 60, 90, and 120 minutes after the injection. Glucose sensitivity was calculated by measuring glucose area-under-the-curve (AUC) where:

$$AUC=\sum \frac{\left(G_{t}+G_{t+1}\right)\times \Delta min}{2}$$

Where *G* is serum glucose levels at time *t*.

Fasting serum insulin was measured with an ultrasensitive ELISA kit (ALPCO, #80-INSRTU-E10).

#### Telemeter implantation for activity measurements

Surgeries took place each week on Thursday. Prior to surgery, rats were given oral meloxidyl (1mg/kg) as an analgesic. Rats were then anesthetized with isoflurane gas. Once fully anesthetized, aseptic technique was used to insert a telemeter (Stellar Telemetry Implant E-430001-IMP-05 X 01, TSE systems) subcutaneously under the rat’s shoulder. Incision was sutured and the rat was placed in a clean empty cage on a warming pad. Once active and ambulatory, the rat was placed into a separate cage. At this time, rats were housed individually for one week to obtain activity and a second measurement of food intake.

Rats were given through the weekend to recover, and telemeters were activated on Monday using Stellar Commander 1.0.0.7/1 software. Activity was recorded while singly housed from Monday afternoon until Friday morning, after which animals were pair-housed with their previous cage mate and activity recording continued until the following Monday afternoon. We thus obtained 3.5 days of activity when individually housed and 3.5 days of activity when pair-housed.

#### Euthanasia and tissue harvest

Rats were fasted around 8am, four hours prior to euthanasia. They were then brought to the euthanasia anteroom 40 minutes prior to euthanasia, which generally started at noon. Rats were euthanized by decapitation and blood was collected in serum separator tubes (Fisher Scientific). We weighed and snap froze multiple tissues including: brain, liver, fat pads (retroperitoneal, omental, gonadal), kidneys, heart and pancreas. Brain was removed and snap-frozen within two minutes of the rat being removed from the cage, while all other tissues were removed and snap-frozen within 10 minutes or less after cage removal.

Prior to freezing, we used visual inspection, employing the following scale to assess degree of fatty liver/damage, as previously described (48):

0 = healthy red coloration, smooth uniform texture
1 = notable yellowing present over 30–75% of the surface area of the liver
2 = liver is uniformly yellowed in coloration
3 = uniform, lighter yellow coloration, visible mild to moderate fibrosis

### Low-coverage whole genome sequencing and imputation

To genotype HS rats, we used low-coverage whole genome sequencing. DNA was obtained from spleens, which were collected postmortem. Detailed protocols for spleen collection, DNA isolation, sample processing, preparing sequencing libraries, and performing the sequencing can be found on protocols.io here: https://www.protocols.io/workspaces/cgord/publications. DNA was extracted using the DNA Advance kit (Beckman Coulter), then sequencing libraries were prepared using the Twist 96-Plex Library Prep kit (TWIST Bioscience). Reads were aligned to the rat reference genome mRatBN7.2 (GCA_015227675.2 GCF_015227675.2) using BWA-mem v0.7.17. Mapped sequences were used to construct haplotypes and impute biallelic single nucleotide polymorphism (SNP) genotypes using STITCH v1.6.6 39 (49, 50). This process resulted in a high-quality set of ~5 million SNPs with imputation quality scores (INFO) > 0.9. The genotypes are deposited in the University of California Library Digital Collection as Heterogeneous Stock (HS) Rat Genotypes, Version 6, https://library.ucsd.edu/dc/object/bb65996027; the genotypes for the animals form this paper can be found by sub-setting for the animals used in this work.

### SNP and Founder haplotype dosage imputation and kinship matrix construction

We then derived a subset of 90,363 high-quality tagging SNPs using PLINK v2 (https://www.cog-genomics.org/plink/2.0/), such that every other SNP was in Linkage Disequilibium (R^2^>0.95) with at least one tagging SNP within a window of 100 SNPs. SNPs with mean allele frequency<0.05 were removed. These sites were used for all subsequent analysis.

### Brain dissections and RNA extraction

The VMH was microdissected from frozen brain of 391 HS rats, split equally by sex and diet following coordinates in the Rat Brain Atlas (51). Rats used for RNAseq were the first rat to be euthanized from the cage (to avoid any transcriptomic changes due to the stress of being alone in a cage for several minutes). These animals spanned the phenotypic spectrum for retroperitoneal fat pad weight (RetroFat). Frozen samples were then sent to Azenta Life Sciences (South Plainfield, NJ) for RNA extraction, library preparation and sequencing as described below.

### Library Preparation with PolyA selection and Illumina Sequencing

Total RNA was extracted using Qiagen RNeasy Plus Universal micro Kit following manufacturer’s instructions (Qiagen, Hilden, Germany). RNA samples were quantified using Qubit 2.0 Fluorometer (ThermoFisher Scientific, Waltham, MA, USA) and RNA integrity was checked using TapeStation (Agilent Technologies, Palo Alto, CA, USA). RNA sequencing libraries were prepared using the NEBNext Ultra II RNA Library Prep for Illumina using manufacturer’s instructions (New England Biolabs, Ipswich, MA, USA). Briefly, mRNAs were initially enriched with Oligod(T) beads. Enriched mRNAs were fragmented for 15 minutes at 94°C. First strand and second strand cDNA were subsequently synthesized. cDNA fragments were end repaired and adenylated at 3’ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing libraries were validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA) and quantified by using Qubit 2.0 Fluorometer (ThermoFisher Scientific, Waltham, MA, USA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA).

The sequencing libraries were multiplexed and clustered onto a flowcell. After clustering, the flowcell was loaded onto the Illumina HiSeq 4000 or equivalent instrument according to manufacturer’s instructions. The samples were sequenced using a 2×150bp Paired End (PE) configuration. Image analysis and base calling were conducted by the Control Software. Raw sequence data (.bcl files) generated from the sequencer was converted into fastq files and de-multiplexed using Illumina's bcl2fastq 2.20 software. One mismatch was allowed for index sequence identification. RNAseq data have been deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE330152.

### RNAseq quality control:

We used STAR (v2.6.1a) (52) to align RNAseq reads to the reference Rn6.0, PICARD (v2.5.0) to remove PCR duplicates, and featureCount in the Bioconductor package Rsubread to compute gene-level expression counts, which were later normalized by sequencing depth, gene length, and RNA composition using the DESeq2 BioconductoR package (v1.24.0). We excluded very lowly expressed genes with average reads per sample less than one. The normalized expression levels across individuals for each gene were then transformed using the VST variance-stabilising transformation in DESeq2 (53) before being used for eQTL mapping in Matrix eQTL.

### Differential expression and pathway analysis

Differential expression was conducted using the DESeq2 (53) packages. Unwanted variation was estimated by deriving three “remove unwanted variation or RUV” factors from control genes using RUVSeq (54). These control genes are those not associated with Sex, Diet, or Sex_Diet, as determined by the likelihood ratio test comparing the full model ~ 1 + seqbatch + Sex + Diet + Sex_Diet with the reduced model ~ 1 + seqbatch. Control genes with adjusted p > 0.1 were used to calculate RUVg factors W1, W2, and W3, which explained variation not associated with sequence batch (included as a covariate), sex, diet, or sex by diet interactions.

Differential expression was tested in DESeq2 using the model ~ 1 + W1 + W2 + W3 + seqbatch + Sex + Diet + Sex_Diet. The term Sex_Diet is a factorized term to represent interaction effects by looking at differential expression within groups. Significance of each of the main effects, Sex and Diet, and the interaction effects were assessed using the negative binomial Wald test. Log fold changes (LFCs) for Sex and Diet were shrunken with ashr and reported. Significance was defined as adjusted p < 0.1 after B-H FDR correction. Interaction analyses used the same framework with a factorized Sex_Diet term and four contrasts: M_1 vs M_0, F_1 vs F_0, M_0 vs F_0, and M_1 vs F_1.

Gene set enrichment analysis was performed with clusterProfiler (55) using ranked, nonshrunken, unadjusted LFCs from the full DESeq2 results. Enrichment scores were normalized to generate normalized enrichment scores (NES); pathways with positive NES were labeled activated and those with negative NES suppressed. GSEA using KEGG analysis was run with clusterProfiler::gseKEGG. All recommended parameters were used, except that the minimum number of genes in a set was set to 3 to accommodate lower-powered subset analyses. Dot plots were ordered by adjusted p-value.

In DEseq2, the model is Gene expression ~ Sex + Diet + Sequencing Batch

### Statistical analysis

Statistical analyses largely followed the methodology and code-base in our previous study (43). We briefly summarize the methods here.

#### Kinship matrix construction

We estimated a SNP-based genetic relationship matrix (GRM) *K*_*SNP*_ from the tagging SNPs in PLINK v2.0, which was used for genetic mapping as well as to estimate heritability and genetic correlations for the physiological traits.

#### Phenotype correlations and heritability estimates

Each physiological phenotype was quantile-normalized using the rank-inverse Normal transformation and adjusted for covariates (e.g., sex, diet, batch) if they accounted for more than 2% of the total variance (see **Supplemental Table 1**). The resulting residuals were used for correlation and heritability analysis. Phenotypic correlations between traits were computed as Pearson R statistics of the corresponding residuals. Genetic correlations between traits and the additive heritability of each trait was estimated using GCTA (56) using *K*_*SNP*_.

#### Genetic mapping of physiological traits

GWAS was conducted on all quantile-normalized phenotypes in Supplementary Table 1, including raw tissue weights as well as tissue weights adjusted to body weight (e.g., tissue weight/body weight). Covariates were included explicitly in the genetic mapping (i.e., we did not use residuals). Quantitative trait loci for each physiological trait (named pQTLs in this study) were mapped using the miqtl R package (https://rdrr.io/github/gkeele/miqtl/), employing the GRM *K*_*SNP*_ across the 90,363 tagging SNPs. A genome-wide significance threshold for each trait was computed from 500 permutations; generally the threshold was in the range logP=5–6. QTL intervals were estimated by finding all SNPs with R^2^ >0.6 with the peak SNP of the QTL. The peak SNP within each pQTL was used for subsequent mediation analysis and to estimate founder haplotype effects.

Sex and diet-specific effects on pQTLs were identified by repeating the miqtl mapping for each trait on subsets of rats categorized by sex or diet, using the same covariates as in the miqtl analysis of all the animals. For pQTL that mapped in only a single diet and not in the other diet or in the complete data, we used ANOVA in lme4qtl (57) to check for the Gene x Diet (GxD) interaction in the full data set by comparing the linear mixed models

(a) $$y=X\alpha +g^{\text{peak}}\beta_{G}+d\beta_{D}+gd^{\text{peak}}\beta_{GxD}+e$$

(b) $$y=X\alpha +g^{\text{peak}}\beta_{G}+d\beta_{G}+e$$

where *g*^*peak*^ is the genotype dosage at the peak SNP with effect *β*_*G*_ under the pQTL, *d* is an indicator variable indicating the diet with effect *β*_*D*_ and *gd*^*peak*^*β*_*GxD*_ models the interaction of diet and genotype. The covariance structure of the data is modelled using the GRM *K*_*SNP*_. Those pQTLs for which the p-value of the comparison of the models a vs b is <0.05 are considered as having significant GxD and were designated as diet-specific. A similar process was applied to identify GxS interactions, using sex in place of Diet.

#### Founder haplotype reconstruction and estimation of QTL haplotype effects

Each HS rat chromosome is a mosaic of the original eight founder haplotypes. The haplotype mosaic was inferred probabilistically for all chromosomes in all rats using the hidden Markov (HMM) model in R/qtl2 (58), given the ~90k tagging SNP genotypes previously calculated for the rats and the SNP alleles at these locations known for the founder strains (49). Since the haplotype reconstruction is probabilistic, it provides, for each rat at each location, a set of haplotype pair (diplotype) probabilities. The diplotype probabilities at the peak SNPs of mapped pQTLs and eQTLs were used to estimate the effect of haplotype substitutions (haplotype effects) using Diploffect (59). These estimates and their 95% credible intervals were used to determine if peak SNPs for an eQTL had a strain distribution pattern (SDP) consistent with that of the pQTL.

#### Genetic mapping of expression traits

We mapped eQTLs using MATRIX-eQTL (https://cran.r-project.org/web/packages/MatrixEQTL/index.html) including as covariates sex, diet, technician, sequencing batch and the first principal component of the gene expression matrix, the GRM as the individual covariance matrix. A threshold of logP=5 was employed to call cis-eQTLs within each tissue. Cis-eQTL were constrained to lie within 2 Mb of the corresponding gene location.

#### Mediation analysis and bmediatR

Genes with a *cis*-eQTL overlapping a pQTL were considered as potential mediators of the corresponding physiological trait if the *cis*-eQTL contained at least two associated SNPs within the interval of a pQTL (as defined by *R*^2^ = 0.5). For these potential mediators, we performed mediation analysis, that is, we tested for evidence that the QTL peak (*g*) acts on the physiological trait (*y*) through gene expression (*t*), either wholly (complete mediation) or in part (partial mediation). This was done in two complementary ways: first, using causal steps, as proposed by Baron and Kenny (60) and used in Hong-Le et al. (43), and modeling *g* in terms of SNP genotype dosage; and second, as a verification step, using Bayesian model selection via bmediatR (61), and modeling *g* in terms QTL diplotype probability.

First, for causal steps, consider gene *z* with a *cis*-eQTL mapping within the interval of a pQTL. The evidence for mediation is evaluated by comparisons among three models:

(1) $$y=X\alpha +g^{\text{peak}}\beta +t_{z}\gamma +e$$

(2) $$y=X\alpha +g^{\text{peak}}\beta +e$$

(3) $$y=X\alpha +t_{z}\gamma +e$$

where *y* is the normalized physiological phenotype, *t*_*z*_ is the normalized expression for gene *z*, and *g*^*peak*^ is the SNP genotype dosage for the peak SNP within the pQTL. A Mediator is called when model 1 fits significantly better than model 2 (as assessed by an ANOVA partial F test comparing the models). *P* values of all tested genes within each QTL are corrected for multiple testing using the Benjamini-Hochberg false discovery rate (BH-FDR) (62), with significant mediators defined as genes with q values <0.1. For significant mediators, full mediation is implied when model 1 fails to be significantly more predictive than model 3 (nominal *P* value <0.05); otherwise, mediation is considered partial.

Second, to further understand mediation mechanisms, all significant mediators discovered through causal steps above were tested using bmediatR. bmediatR considers 8 possible models describing relationships between *g*, *t*, and *y*, including models for complete mediation, partial mediation, and “co-local”, where *g* affects *t* and *y* but independently. Giving each model an equal prior probability of 1/8, bmediatR then applies Bayesian model selection to obtain posterior probabilities for each model, as well as Bayes factors, reported here on the log10 scale (log10BF), that summarize the extent to which movement from the priors to the posteriors reflects evidence for mediation of any kind (partial or complete). Since this method was used for verification rather than discovery, the Bayes factor thresholds were lenient: log10BF > 2 indicated strong evidence for mediation; 1 < log10BF ≤ 2 indicated evidence for mediation; 0.5 < log10BF ≤ 1 indicated weak evidence for mediation; values between 0.5 and −0.5 reflect a lack of information either way; and any other negative values were considered evidence against mediation. bmediatR was performed with *g*, the QTL state, defined in terms of either genotype (as allele dosage, one parameter) or diplotype probability (i.e., 36 parameters), with interest focused primarily on the latter, since it provides the most complementary perspective. Moreover, mediation analysis was performed on both the full (unstratified) dataset, with covariates for sex and diet, and on the HFD and LFD groups separately (ie, stratified), with a covariate for sex. All pQTL diplotype, transcript, and phenotype sets with evidence of mediation were reported as strong candidates for further analysis if they had evidence for SNP-based mediation through causal steps and diplotype-based evidence through bmediatR.

## Results

We first investigated the correlation structure and genetic architecture of the obesity related traits listed in **Supplemental Table 1** in 1,942 HS rats, sampled from both sexes and maintained under either HFD or LFD. We then measured gene expression in hypothalamus tissue of 391 of these animals and related it to the physiological data to determine causal pathways mediating genotype to phenotype and diet.

### Adiposity correlates with metabolic health across all groups while correlations with activity levels differ by diet.

As expected, fat mass from the EchoMRI positively correlates and lean mass negatively correlates with individual fat pad weights (r = +/−0.50 – 0.83, p < 0.001) and with other metabolic traits including fasting insulin (Insulin0; r = +/−0.34 – 0.47, p < 0.001), fasting glucose (Gluc0; r = +/−0.13 – 0.30, p < 0.001), serum cholesterol (CHOL) (r = 0.12 – 0.44, p < 0.01) and serum triglycerides (TRIG; r = 0.22 – 0.47, p < 0.001) across all sex and diet groups (Figure 1; **Supplemental Figure 1; Supplemental Table 3–6**). Fat mass also correlates with body weight (BW), with a stronger correlation in rats on HFD (r = 0.32 – 0.43, p < 0.001) than those on LFD (r = 0.14 – 0.26), p < 0.01). Food intake at either 7 weeks, 11 weeks or both correlates with BW (r = 0.49 – 0.61, p < 0.001) and fat pad weights (r = 0.09 – 0.38), independent of sex and diet. Interestingly, food intake positively correlates with lean mass only in rats on LFD (r = 0.14–0.16, p < 0.01), while a negative correlation between food intake and lean mass is seen in females on HFD (r = −0.16), with no correlation between these traits in males on HFD. Correlations with activity levels differ by sex where activity levels negatively correlate with body weight in males on HFD (r = −0.19, p < 0.01) and with fat mass and fat pad weights (r = −0.14 – −0.24, p < 0.05) in males on LFD. There is no correlation between activity levels and body weight, fat mass, lean mass or fat pad weights in females. We also estimated phenotypic genetic correlations, to quantify how much phenotypic correlation is attributable to shared additive genetics, and found they generally mirror the phenotypic correlations, although tend to be stronger in animals on HFD relative to those on LFD.

### Strong heritability of most traits across sex and diet groups

Similar to our previous work, heritability, estimated from the SNP-based additive genetic relationship matrix, is strongest for body weight and fat mass traits, with higher heritability when on HFD (*h*^*2*^ = 0.42 – 0.69) than LFD (*h*^*2*^ = 0.31 – 0.49) (Table 2). Heritability is moderate for metabolic traits (Gluc0, Ins0, CHOL, TRIG, Glucose area under the curve (GlucAUC)), food intake and activity levels, independent of diet (*h*^*2*^ = 0.06 – 0.44). Other than activity during the light period (Activity_Light), activity levels were highly heritable in males on LFD (*h*^*2*^ = 0.5 – 0.61), with moderate heritability in the other groups (*h*^*2*^ = 0.12 – 0.43). Fatty liver was heritable only males (*h*^*2*^ = 0.11 LFD and 0.17 HFD), while serum alanine aminotransferase (AST) was more heritable in females (*h*^*2*^ = 0.30 LFD and 0.27 HFD).

### Differentially expressed hypothalamic genes by diet differ by sex

We then asked which genes are differentially expressed (DE) in the VMH between diet, as quantified by DESeq2 (53). 

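The ventromedial hypothalamus (VMH), a region of the hypothalamus that takes part in the control of energy balance, was sequenced with poly(A) selection from 391 HS rats: 98 females on LFD, 98 females on HFD, 101 males on LFD and 94 males on HFD. The authors counted reads per gene, normalized the counts by DESeq2's size factors and deposited them after DESeq2's variance-stabilizing transformation (VST), which is on a log2-like scale. The table holds 28212 genes, listed by Ensembl identifier. Its lowest value, 5.6, is shared by all rats and stands for a count of 0, which makes up 27.3% of the values. Inverting the transformation and dividing by the smallest step of each rat gave whole numbers for 100% of the values within a tolerance of 0.01, so the depth of each rat is known. The total count ranged from 12625890 to 22105063 in females on LFD (median 15472698), from 12051862 to 22017572 in females on HFD (median 15647964), from 12728763 to 21303083 in males on LFD (median 15586212) and from 11226094 to 19932160 in males on HFD (median 15557676).

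**Figure D1:**
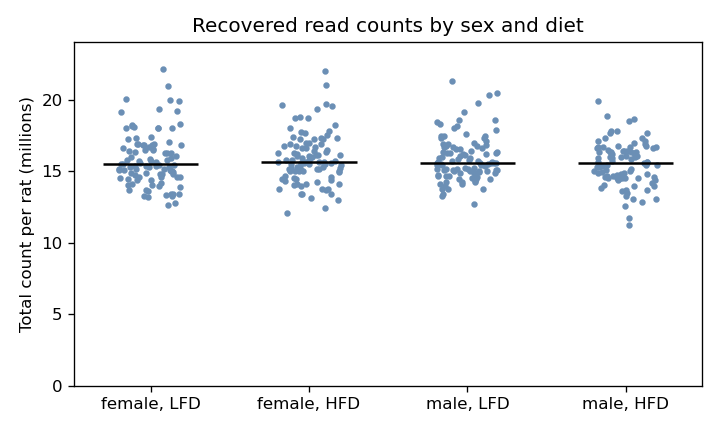
Total recovered count per rat for the 4 groups of sex and diet; each point is 1 rat and the line is the group's median. The 4 medians lie between 15472698 and 15647964 counts.

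Diets were compared on the VST values with limma (lmFit and eBayes with a mean-variance trend) and Benjamini-Hochberg adjustment over all genes. The fits held sex and 3 factors of unwanted variation computed from 27763 control genes, which had an adjusted p above 0.1 in a test of sex, diet and their interaction. Sequencing batch, a covariate of the paper's models, was not used here, as the paper's text and the sample labels give it for no rat. The number of factors, the filter on low counts, the test and single libraries with extreme counts are among the steps that changed the numbers of genes.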

We identified 101 genes that are DE by diet using the full dataset with sex as a covariate (false discovery rate (FDR) < 0.1; **Supplemental Table 7**). 

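With limma on the VST values, 0 of 28212 genes passed an adjusted p of 0.1 for HFD against LFD over both sexes, and the smallest adjusted p was 0.657. At an unadjusted p under 0.05 there were 1493 genes, or 5.29% of all genes. Over all 28212 genes, the changes in VST value had a median size of 0.0068, against a median standard error of 0.012. Of these genes, 8284 had a mean count under 1, where VST values lie close to the lowest value. The median size is thus not a fold change of expressed genes, for which no such median was taken. With limma's voom on the recovered counts, over the 19928 genes with a mean count of at least 1 per rat, 0 genes passed the same threshold. Voom and a negative binomial Wald test on those counts with the same factors were chosen after the data were examined. The Wald test moved the result furthest among the fits with 3 factors. It gave 168 genes, 140 higher and 28 lower on HFD, and 28 genes without 1 female on HFD whose library had unusually many high counts. In simulated counts at these depths, 50 genes each were changed by 0.1, 0.2, 0.3 and 0.5 on the log2 scale in both sexes. All were chosen among genes with a mean count of at least 1. Of the 50 changed by 0.2, limma recovered 35 for this comparison over 27780 genes, with 14 false calls in the whole simulated comparison. The other changes eased the Benjamini-Hochberg adjustment, so this is not the recovery of 50 such genes alone.

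**Figure D2:**
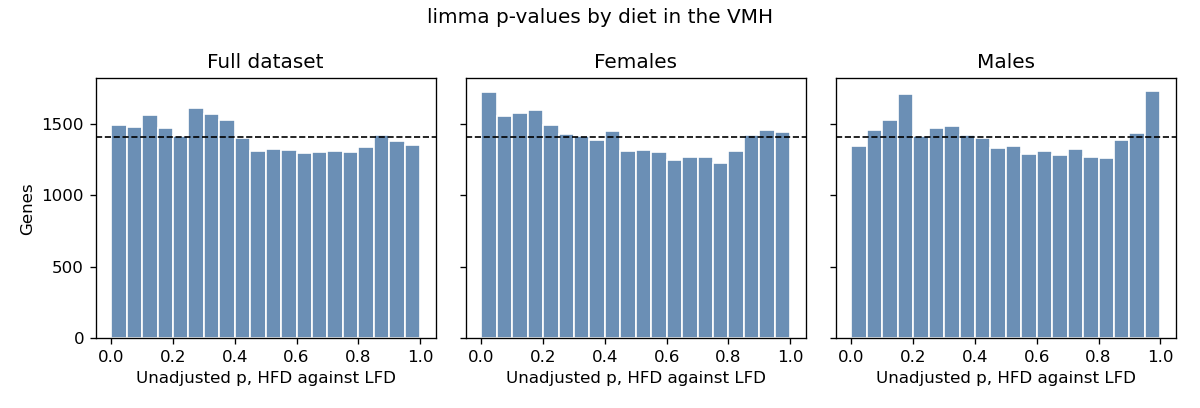
Number of genes by unadjusted p from limma for HFD against LFD in the full dataset, in females and in males, in 20 bins of equal width; the dashed line is the number per bin that a flat distribution would give. In the full dataset 1493 genes have a p under 0.05, in females 1721 and in males 1344.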

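Within each sex, the VST values were compared between the diets by contrasts in a single limma fit of the 4 groups of sex and diet. In females, 0 genes passed an adjusted p of 0.1 and 1721 had an unadjusted p under 0.05, with a smallest adjusted p of 0.33. In males, 1 gene passed, and 1344 had an unadjusted p under 0.05. That gene, ENSRNOG00000026407, was 0.08 higher in VST value on HFD in males (standard error 0.015, adjusted p = 0.014 from limma with Benjamini-Hochberg adjustment). It differed by -0.02 in females (standard error 0.015, adjusted p = 0.905 in the same limma fit). The difference of its diet effect between the sexes had an adjusted p of 0.271 in the same fit, and 0 genes passed for that interaction, with 1594 at an unadjusted p under 0.05. Of the tests chosen after the data were examined, voom on the recovered counts gave 0 genes in females, 1 in males and 0 for the interaction. Without factors it gave 6.2e+02 genes in females and 0 in males, and 985 in females and 0 in males with total counts as library size, while limma on the VST values without factors gave 2 in females and 0 in males. The negative binomial Wald test on these counts gave 166 genes in females, 45 in males and 22 for the interaction. Without factors it gave 1.2e+03 in females, 23 in males and 87 for the interaction. With 3 factors and diets permuted within sex, its median was 120 genes in females (27 to 196) and 10 in males (1 to 58). Many genes in females were thus called with random diets too. Without the female on HFD whose library had unusually many high counts, it gave 13 in females, 55 in males and 24 for the interaction.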

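The spread of expression in each sex was measured as the variance of the residuals around the group means after the 3 factors. Over all genes the median log2 ratio of the variance in males to that in females was 0.077, and the variance was higher in males for 59.7% of genes. With sex permuted within diet, 24 of 100 splits, the real one included, gave a median as high. Without 1 female on HFD whose library had unusually many high counts, the median log2 ratio was 0.16 and the variance was higher in males for 68.5% of genes. In that set, chosen after the data were examined, 1 of 100 splits, the real one, gave a median as high.

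**Figure D3:**
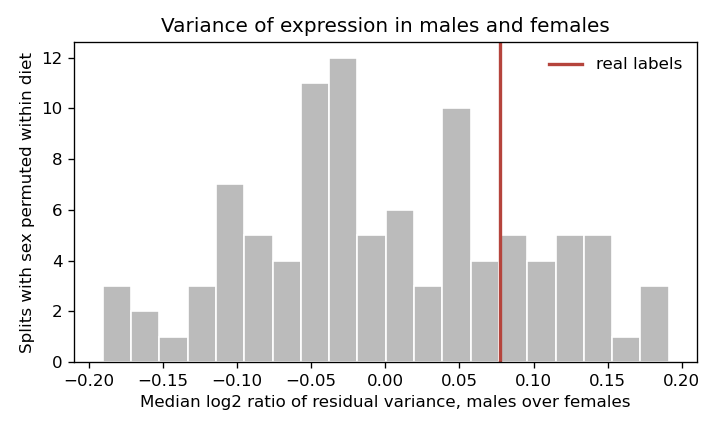
Median over genes of the log2 ratio of the residual variance in males to that in females, for splits with sex permuted within diet (grey bars, number of splits) and for the real labels (red line, 0.077). The permuted splits lie between -0.191 and 0.191.

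The paper relates the number of DE genes in each sex to the variation of expression within that sex.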

When stratified by sex, many more genes are DE by diet in females (269) than males (11; **Supplemental Table 7**), likely due to higher intrinsic variation in gene expression in the male data. Pathway analysis in the full dataset demonstrates a downregulation of genes involved in ribosome and oxidative phosphorylation, while there is an upregulation of genes involved in the extracellular matrix (ECM; cytoskeleton in muscle cells, integrin signaling, proteoglycans in cancer, focal adhesion and ECM-receptor interactions), PI3K-Akt signaling, inflammation (e.g., TGF-beta-signaling, hippo signaling), and addiction (alcoholism, cocaine addiction, amphetamine addiction) among others (**Supplemental Table 8**). When stratified by sex, oxidative phosphorylation, ECM pathways, PI3K-Ak5 signaling and proliferation/inflammation (Hippo signaling, TGF-beta signaling) are dysregulated in females on HFD, while addiction pathways (alcoholism, cocaine addiction, amphetamine addiction), dopamine synapse and cAMP signaling are altered only in males (Figure 2, **Supplemental Tables 9,10**). Ribosomal genes are downregulated in both males and females.

### Multiple physiological QTL identified in the full dataset

We then mapped physiological QTL (hereafter pQTL) associated with the physiological traits, initially using the full dataset (combining sexes and diets) to identify pQTL. We identified 23 pQTL, of which six are pleiotropic, mapping multiple traits (**Table 3;** Figure 3a, b). These include highly significant loci on rat Chrs. 1:259,628,230bp and 6:27,064,422bp that contain multiple adiposity pQTLs as well as LeanMass and LeanMassDelta. The Chr. 1 locus also contains BW, change in body weight (BWDelta), GlucoseAUC, Brain/BW, Food@11weeks, and CHOL while the Chr. 6 locus maps TRIG and CHOL. Activity levels map to two pleiotropic loci: Chr1:141,239,990 for Activty_Light and activity during the dark period (Activity_Dark) and chr19:37,309,444 for total activity (Activity_Total) and activity while house singly (Activity_Single). A pleiotropic locus on chr18:26,161,137 maps omental fat pad weights (OmenFat), BWDelta and Heart. Finally, a locus on chr1:201,383,401 maps both FatMass and LeanMass. 17 pQTL map only a single trait. The average mapping interval (defined as r^2^>0.6) width for all loci is 1.97Mb, ranging from 0.11 – 7.98Mb.

### Identification of diet-specific and sex-specific pQTL

When the rats are stratified by diet, we identify 11 diet-specific pQTL at 10% FDR: six under HFD conditions (right kidney weight (RigKid) chr. 1, CHOL chr. 1, gonadal fat pad weight (GonadalFat) chr. 3, Serum aspartate aminotransferase (ALT) chr. 3, %FatMassDelta chr. 6, Gluc0 chr. 15) and five under LFD conditions (TRIG chr. 1, Activity_Light chr. 4, liver/bw chr. 6, left kidney weight by body weight (lftkid/bw) chr. 7, Insulin0 chr. 12; **Table 4;** Figure 4a). None of these loci are pleiotropic. The average mapping interval width is 1.76Mb with a range from 0.31 – 3.92Mb.

If instead the rats are stratified by sex, there are 13 sex-specific pQTL: eight in males (Brain chr. 1, TRIG and Insulin0 chr. 1, AST, chrs. 3 and 18, FattyLiver chr. 3, Activity_Light chr. 5, FatMassYoung chrs 6 and 19) and five in females (ALT chrs. 1 and 19, Lftkid/BW chr. 1, FatMass chr. 3, Heart/BW chr. 9; **Table 5**; Figure 4b). One male-specific locus on Chr1:258,530,115Mb maps both Insulin0 and TRIG. Interestingly, this locus encompasses the same confidence interval as the pleiotropic pQTL for multiple BW and adiposity traits on Chr. 1 in the full data. The average mapping interval is 1.46 with a range from 0.23 – 3.28Mb.

### A sub-set of hypothalamic cis-expression QTL are diet-specific

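The deposited table holds 28212 genes for 391 rats. In the counts recovered from the VST values, 15884 of these genes had a count above 0 in every rat, and between 19651 and 21248 genes were detected in a single rat (median 20534). The mean count per rat was at least 1 for 19928 genes and under 1 for the other 8284.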

We analyzed 28,213 transcripts with detectable expression levels in the VMH where 4,522 map as cis-eQTL (**Supplemental Table 11**). 66 of these map as diet-specific eQTL (**Supplemental Table 12**).

### Identification of candidate causal genes

To identify candidate causal genes within the pQTL, we first used co-localization to identify cis-eQTL that map within the pQTL. We then used mediation analysis (43, 60) and bmediatR (61), followed by correlation analysis and assessment of the SDP to prioritize candidate genes within each locus. The number of hypothalamus-expressed genes within the pQTL ranged from 3–211 (**Supplemental Table 13–15**). Within the pQTL for the full data, we identified nine full mediators (**Table 6**) which correlate with the trait of interest (**Supplemental Tables 16–18)** and are supported by bmediatR (see **Supplemental Figure 2; Supplemental Table 19**), as discussed below.

Within the pleiotropic pQTL on rat chr. 6, there were 96 genes, 14 of which map as cis-eQTL within the VMH. Of these, we identified four full mediators (*Photoreceptor cilium actin regulator* (*Pcare), GPN-Loop GTPase 1 (Gpn1), Ribokinase (Rbks)* and *Mitochondrial inner membrane protein MPV17 (Mpv17*)) that correlate with the adiposity traits and are supported by bmediatR (Figure 5; **Supplemental Figure 2**), with the strongest evidence for *Pcare* and *Rbks* (Figure 6). All four genes share the same SDP among the HS founder strains, where the WKY haplotype results in decreased fat mass and either an increase or decrease in gene expression levels (Figures 5). Interestingly, when separated by diet, *Rbks* shows evidence for mediation only under HFD conditions while *Pcare, Gpn1* and *Mpv17* show stronger evidence for mediation under LFD conditions (Figure 6). We then used the transcriptome wide association analysis feature in RatGtex (https://ratgtex.org/), a database that compiles gene expression from HS rats across multiple projects. Expression of all four genes within multiple brain regions strongly associate with adiposity where *Mpv17* and *Rbks* positively associate and *Pcare* and *Gpn1* negatively associate, further supporting our findings here.

No mediators were identified for TRIG or CHOL at this locus indicating that these traits are likely under separate genetic control.

The second column shows the significant peak on rat chromosome 6 (where the dashed horizontal lines represent maximum log(P value) of the physiological QTL), followed by conditional scans where expression levels of each of the four mediators are included in the model. Note that significance level of the FatMassDelta peak drops completely for each of the four genes. The third column shows expression QTL mapping within the VMH for each of the four genes. The fourth column shows the correlation between FatMassDelta vs. gene expression in VMH across 391 rats, using a scatter-plot color-coded by genotype of the WKY allele at the peak SNP of the FatMassDelta pQTL.

Within the Chr. 9 locus for OmenFat/BW, there were 44 genes, 11 of which map as cis-eQTL within the VMH. Of these, only one gene, *Tumor necrosis factor superfamily member 9 (Tnfsf9)*, was identified as a full mediator that correlates with OmenFat/BW (r = 0.13, p = 0.01). The M520 and WKY haplotypes share a C at this locus, leading to decreased OmenFat/BW relative to the other founder haplotypes, with the M520 haplotype leading to decreased *Tnfsf9* expression levels and the WKY haplotype not impacting expression levels, at least at the peak marker (Figure 7). *Tnfsf9* is strongly supported by bmediatR (see **Supplemental Figure 2**).

Within the pleiotropic locus on rat Chr. 1 there are 27 genes, five of which map to the VMH. 

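ENSRNOG00000065260, which the table lists by this identifier only, was detected in all 391 rats, with a recovered count between 159 and 457 (median 275). Its VST value was 8.52 ± 0.16 (SD, n = 98) in females on LFD, 8.51 ± 0.14 (SD, n = 98) in females on HFD, 8.52 ± 0.14 (SD, n = 101) in males on LFD and 8.51 ± 0.14 (SD, n = 94) in males on HFD. Sex and diet together explained 0.20% of its variance between rats. The change on HFD was -0.02 in VST value (standard error 0.013, adjusted p = 0.926 from limma with Benjamini-Hochberg adjustment). The SD over all rats, 0.145, was above the 0.0666 that counting error alone gives at these depths. It was larger than the SD of 49.5% of the genes with a mean count of at least 1. The 3 factors of unwanted variation explained 22.4% of this gene's variance. The BIC was lowest for 1 normal distribution, against mixtures of 2 and 3. Genotypes and body weights were not analysed here.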

ENSRNOG00000065260 was identified as a partial mediator for BWDelta and Brain/BW, but not the other traits that map to this locus. BmediatR shows strong support for this gene, indicating it is likely a full mediator (**Supplmental Figure 2**).

There were ten genes within the pleiotropic chr. 18 locus for BWDelta, OmenFat and Heart, where only *Epb41l4a* is expressed in the VMH (**Supplemental Table 13**). Although *Epb41l4a* expression levels in the VMH correlate with BWDelta, this gene is not supported as a mediator.

Within the LFD-specific locus for Activity_Light on chr. 4, there were 12 genes, six of which map as cis-eQTL (**Supplemental Table 14**). Of these, only *Coiled-Coil Domain-Containing Protein 77* (*Ccdc77*) was identified as a full mediator that also correlates with the trait (0.31, p < 0.01) and is supported by bmediatR (**Supplemental Figure 2**). The M520 and WKY haplotypes at this locus increase activity levels and *Ccdc77* expression levels. (Figure 8; **Table 6**). Within the male-specific locus for FattyLiver on Chr. 3, there were 47 genes; only five map as cis-eQTL within the VMH (**Supplemental Table 15**). Of these, *RNA Polymerase III Subunit K* (*Polr3k*) and *Regulator of telomere elongation helicase 1 (Rtel1*) were identified as mediators that correlate with the trait (r = 0.29, p < 0.01 and r = −0.28, p < 0.01) and are supported by bmediatR (**Supplemental Figure 2**). The ACI and MRI haplotypes at this locus lead to increased fatty liver score, with decreased expression of *Rtel1* and increased expression of *Polr3k* (Figure 9; **Table 6**).

## Discussion

By employing a controlled diet study in an outbred rat model, we identified novel candidate genes within the VMH that may play a causal role in driving obesity. We also demonstrated the role of gene-diet and gene-sex interactions on several metabolic traits and identify candidate genes within some loci. Furthermore, we found that HFD alters the VMH transcriptome, leading to disruptions in oxidative phosphorylation, ECM remodeling, and inflammation. Males, but not females, also show disruptions in addiction pathways.

Our work identifies both novel and known pQTL for multiple metabolic traits. Using mediation analysis and other tools (correlation analysis, bmediatR, SDP, RatGtex), we identify several novel candidate VMH genes that may underlie these pQTL. Specifically, we found four candidate genes (*Pcare, Gpn1, Rbks* and *Mpv17)* as mediators within a pleiotropic locus on rat chromosome 6 for adiposity (including fat mass, lean mass and all fat pad weights) in the full data-set. *Pcare* and *Rbks* show the strongest evidence of association, where *Rbks* plays a larger role under HFD conditions and the other genes may play a larger role under LFD conditions.

Although none of these genes have previously been associated with adiposity (potentially because this is the first genetic study of adiposity to collect VMH under controlled conditions), there are several reasons why these genes are plausible candidates. *Rbks* plays a vital role in the creation of ATP, acting in the first step of ribose metabolism where increased *Rbks* activity leads to decreased cellular ribose. Previous work has shown that increased ribose in the small intestine leads to increased gut motility and resistance to weight gain in mice fed a HFD (63), in support of our work showing a positive association between *Rbks* and adiposity. Other work has shown that, in the liver, *Rbks* associates with Metabolic dysfunction-associated steatotic liver disease (MASLD), a disease strongly linked to obesity (64). *PCARE* is a ciliary protein that is highly expressed in the photoreceptors but also with strong expression in other brain regions including the hypothalamus. Ciliopathies and ciliary genes, particularly those on neuronal primary cilia, are strongly linked to obesity (65), making this a highly plausible candidate gene. *Mpv17* is a mitochondrial inner membrane protein that is involved in mitochondrial DNA replication and function (66). *Mpv17l2*, a related mitochondrial membrane protein, has recently been identified as a potential candidate in human obesity (67). Given this and the key importance of mitochondrial function in obesity (68), this is also a highly plausible candidate. *Gpn1* is involved in gene transcription and DNA repair, playing a vital role in cell function (69). Future work is needed to verify the role of these VMH genes on adiposity. Given that it is impossible to conduct a controlled study using brain tissue in humans, despite a known crucial role for the brain in obesity genetics (36, 37), our findings may prove highly relevant.

Of interest, the chromosome 6 locus has previously been reported (42–44), and our prior work identified and verified two causal genes (*Adcy3* and *Krtcap3*) within this locus. Specifically, we have previously shown that a coding variant within the transmembrane domain of *Adcy3* leads to increased adiposity in a rat model (70), as does decreased whole-body expression of *Krtcap3* (71, 72). Together, this work highlights the complexity of this region, demonstrating that six (or more) genes from various tissues may be playing a causal role in driving increased fat mass within a single QTL.

In addition to replicating the chromosome 6 locus, we also replicate a previously identified locus for RetroFat and TRIG on rat chromosome 1 (42, 44). In the current study, we map multiple additional traits to this locus, including fat mass, lean mass, all fat pad weights, CHOL, brain weight and food intake, showing that this locus drives multiple related phenotypes. Of interest, both TRIG and Insulin0 map to this locus, but only in males, supporting our previous work in males on chow diet (43, 73). This region is 1.99Mb and contains 27 genes. VMH ENSRNOG00000065260 was identified as a mediator for BWGain and Brain/BW, but not the other traits at this locus. Previous work by our group had identified (43) and verified (74) adipose tissue *Grk5* as a causal gene for fat mass and TRIG within this region, indicating that adipose tissue may play a more important role than the VMH at this QTL.

We also identified *Tnfsf9* as a candidate VMH mediator within a locus for omental fat pad weight on rat chromosome 9. *Tnfsf9* is a cytokine that belongs to the tumor necrosis factor (TNF) ligand family. TNFSF9 has been shown to trigger microglia activation, promoting inflammation after acute ischaemic stroke (75). Given that obesity is known to lead to activation of the immune system resulting in a state of chronic inflammation (45), particularly in the hypothalamus where inflammation is known to occur in response to HFD feeding (76), *Tnfsf9* is a highly plausible candidate gene at this locus.

In addition to identifying candidate neural genes for adiposity and other metabolic traits, our work identifies QTL that interact with diet. Interestingly, all adiposity traits (fat mass, lean mass, fat pad weights) have increased heritability when on HFD relative to LFD, with no differences in heritability by diet for the other traits. We identified 11 diet-specific loci, six under HFD and five under LFD conditions. We identified *Ccdc77* as a candidate mediator within a QTL on rat chromosome 4 for Activity_Light (e.g., activity only during the light phase) only under LFD conditions. Although very little is known about *Ccdc77*, a gene located in the centrosome, previous work has found that this gene falls within a locus that has previously been associated with autism spectrum disorder (77), a disorder which can impact general activity. *Ccdc77* gene expression levels are also associated with comorbidities of type 1 diabetes, including hypothyroidism (78), a condition often associated with lethargy. Future studies are necessary to verify the role of *Ccdc77* in activity. The current work is important because although gene-diet interactions are known to influence obesity, human studies for GxD lack reproducibility (14, 15, 79). Furthermore, although previous studies in mice have shown strong gene-diet interactions for obesity traits (80–82), to our knowledge previous mapping studies have considered only one diet condition. Thus, we expect that this study will lay the groundwork for future gene-diet interaction studies in rodents and other models.

In addition to the diet-specific loci, we identified 13 sex-specific QTL (eight in males and five in females), supporting previous work demonstrating robust gene-by-sex interactions in mice (83) and humans (84, 85). Of particular interest, we identified two potential VMH mediators at a male-specific locus on rat chromosome 3 for fatty liver score, a trait that was heritable only in males. Expression of *Rtel1* negatively correlates with fatty liver and expression of *Polr3k* positively correlates with fatty liver. *Rtel1* is involved in the stability, protection and elongation of telomeres and telomere length has previously been associated with non-alcoholic fatty liver disease (86, 87), providing support for this gene. *Polr3k* is involved in gene transcription and has previously been linked to fatty liver disease, but in the opposite direction of our work where a knock-out of MAF1, a global repressor of *Polr3k*, leads to protection against diet-induced obesity and non-alcoholic fatty liver disease (88, 89).

In addition to QTL mapping and gene identification, this work demonstrates that genes involved in oxidative phosphorylation, ECM remodeling, inflammation/proliferation and addiction are disrupted within the VMH under HFD conditions. These pathways are unsurprising and supported by previous work in brain tissue of C57BL/6J mice (90–92). We have also seen disruptions to similar pathways in adipose and liver tissue in HS rats on normal chow with varying degrees of adiposity (45) while others have seen similar changes in adipose, liver and muscle after HFD feeding in baboons (93). Interestingly, when separated by sex, we see that ECM remodeling and inflammation/proliferation pathways are found only in females while addiction pathways, dopaminergic synapse and cAMP signaling were found only in males, implicating alterations to the reward pathway, as previously shown by several studies (94, 95). It is surprising that ECM remodeling and inflammation pathways are unaltered in males and we suspect that this may be due to the larger variation in gene expression levels found in the male population, potentially masking these differences. To our knowledge, this is one of the first studies to look at differences in gene expression in response to HFD separately in males and females, particularly within an outbred population.

Correlation data show that fat mass correlates strongly with metabolic phenotypes across all sex and diet groups, as expected. Food intake positively correlates with lean mass in animals on LFD, but not HFD, indicating that energy consumed is more likely to turn into muscle/bone only when on LFD. We also saw that activity levels positively correlate with lean mass and negatively correlate with fat mass in males on LFD, demonstrating that male rats that move more are leaner with lower fat mass. This relationship was not seen in females.

There are some limitations to this work. Although this study is extremely well-powered to identify general effects, power is lower for diet-specific and sex-specific loci. Thus, future studies will be needed to increase power and verify these findings. Although there is plausible evidence from the literature for most of the candidate genes identified, future studies are required for validation (e.g., knock-down or over-expression strategies). There is a chance that the candidate mediators are not tissue specific and that the findings here represent global gene expression (e.g., it is possible that *Rbks* plays a larger role in the small intestine and *Rtel1* plays a larger role in liver than they do in the brain). That said, previous work looking at RNAseq in liver and adipose tissue of HS rats identified candidate causal genes that differed from those identified here (43, 44), implicating an important role for the current candidate genes specifically in the VMH.

## Conclusions

In conclusion, our work identifies diet-specific and sex-specific genetic loci associated with multiple metabolic traits in an outbred rat model. We used RNAseq from the VMH to identify novel candidate causal genes for multiple traits. These include *Pcare, Rbks, Mpv17 and Gpn1* within a pleiotropic locus for fat mass on rat chromosome 6 and *Tnfsf9* within a locus for Omenfat on rat chromosome 9. We also identified *Ccdc77* as a candidate gene within a LFD-specific locus for activity and *Rtel1* as a candidate gene within a male-specific locus for fatty liver score. We further show that addiction related pathways are found in male, but not females on HFD relative to LFD. Together these results demonstrate the importance of accounting for both diet and sex in genetic studies for obesity. Identification of novel candidate genes within the VMH has the potential to lead to novel therapeutic targets for obesity and emphasizes the importance of controlled studies using brain tissue in the study of obesity.

## Supplementary Material

This is a list of supplementary files associated with this preprint. Click to download.

- Tables36582026.docx
- SupplementalTables5122026.xlsx
- SupplementalFiguresCombined.pdf

Table 3 To 6 are available in the Supplementary Files section.

**Table 3. Phenotypic QTL in the full dataset:** See attached sheet

**Table 4. Diet-specific phenotypic QTL:** See attached sheet

**Table 5. Sex-specific phenotypic QTL:** See attached sheet

**Table 6. List of Mediators in Full and diet or sex-specific loci:** See attached sheet

## Figures and Tables

**Figure 1.**
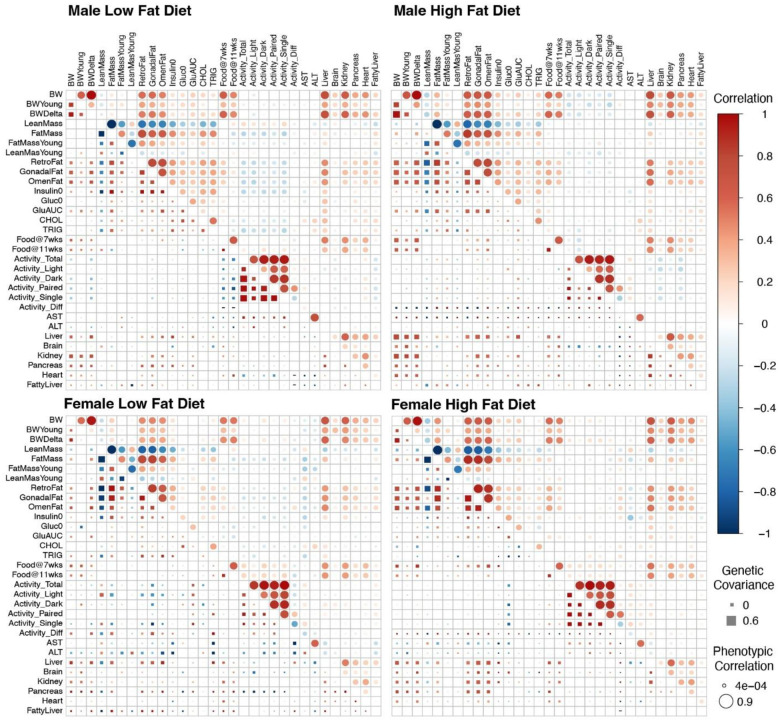
Genetic and phenotypic correlations for physiological traits separated by sex and diet. The upper triangle shows the phenotypic correlations while the lower triangle shows the genetic correlations. Significance levels can be found in Supplemental Figure 1.

**Figure 2.**
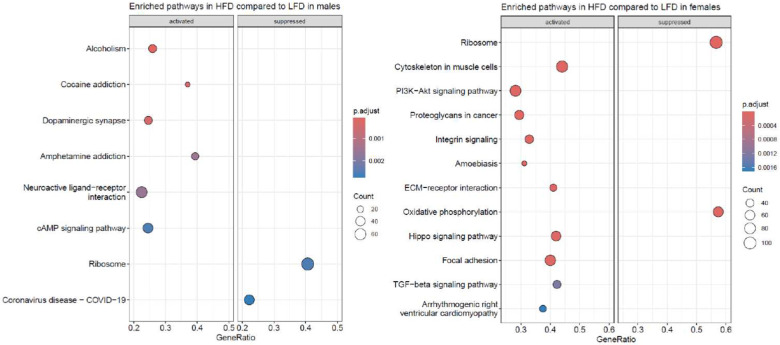
Pathway analysis of RNA sequencing data of the ventromedial hypothalamus showing pathways impacted by high fat diet in male and female HS rats.

**Figure 3.**
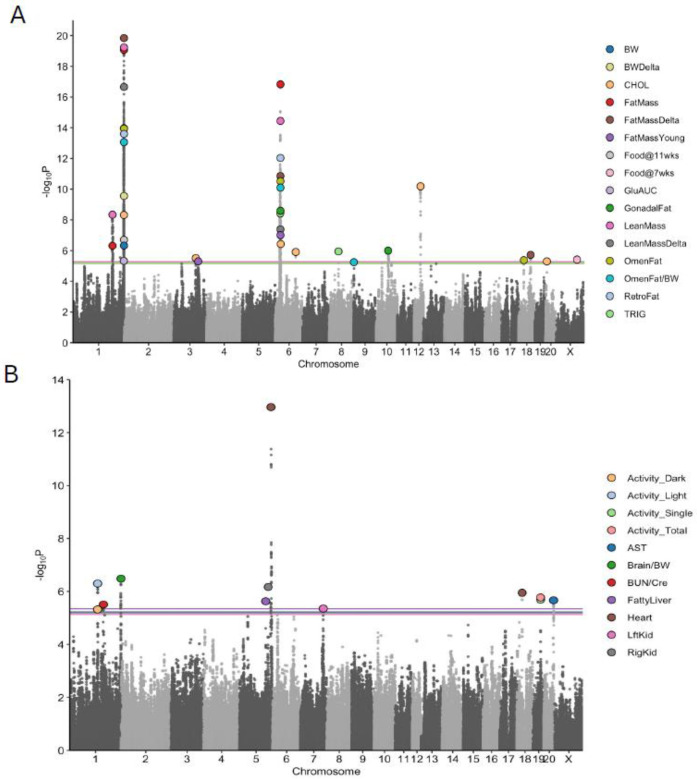
Porcupine plots showing genome-wide scans of multiple metabolic traits using the full dataset. Due to the large number of traits, we show the data in two plots: A) Adiposity, metabolic and food intake traits and B) Activity, tissue weights, and serum biochemistries. The x-axis shows genomic position and y-axis the significance as _log10 of the P value of the test of association. Traits are color-coded, as indicated in the legend. Thresholds for genome-wide significance are shown as horizontal lines and indicate the genome-wide 10% thresholds, as determined by permutation.

**Figure 4.**
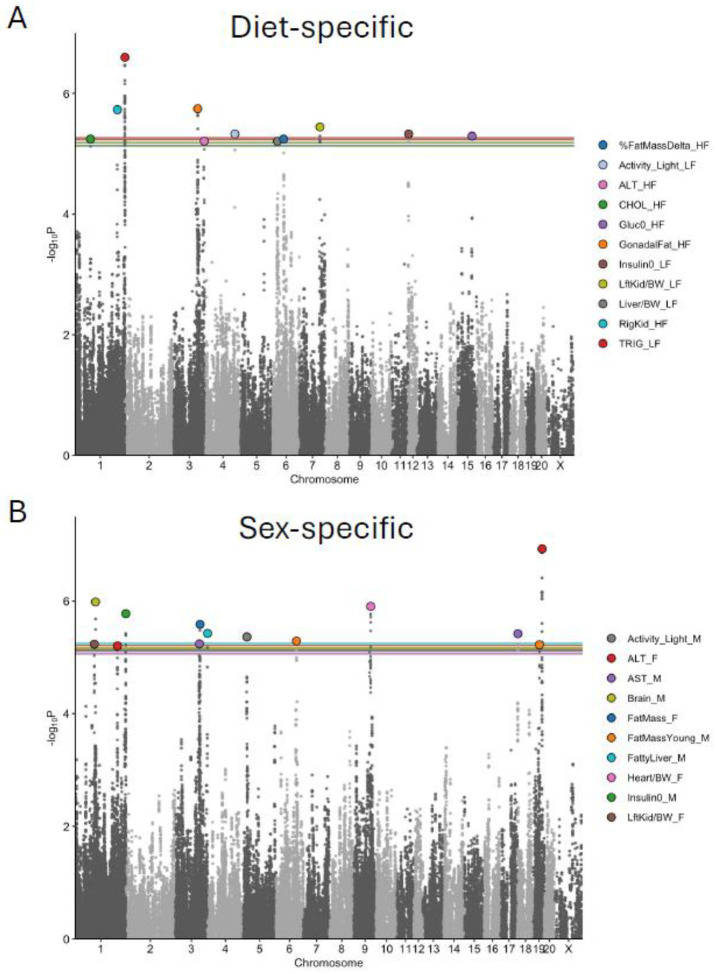
Porcupine plots showing genome-wide scan of multiple metabolic traits that are A) diet-specific and B) sex-specific. The x-axis shows genomic position and y-axis the significance as _log10 of the P value of the test of association. Traits are color-coded, as indicated in the legend. Thresholds for genome-wide significance are shown as horizontal lines and indicate the genome-wide 10% thresholds, as determined by permutation. Only those physiological QTL that are significant after testing for a diet x SNP or sex x SNP interaction using ANOVA are shown (see also Tables 4 and 5).

**Figure 5.**
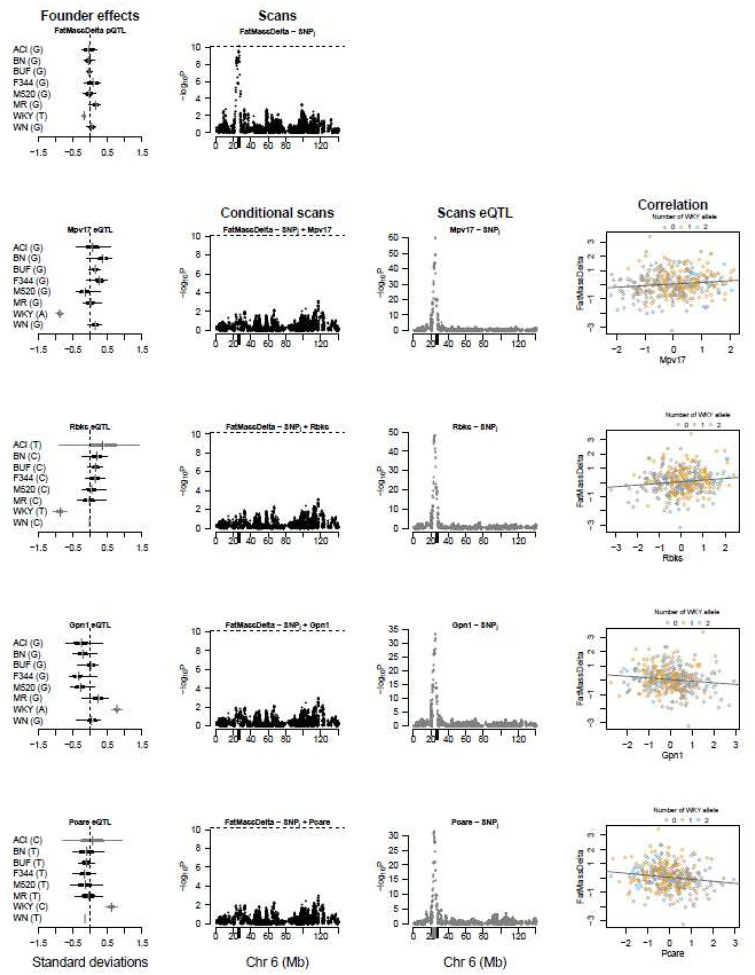
Four genes expressed in the ventromedial hypothalamus (VMH) are identified as mediators within the pleiotropic adiposity locus on rat chromosome 6. The first column shows estimated founder haplotype effects at the peak SNP, shown as box-whisker plots. Note that the WKY haplotype leads to decreased FatMassDelta (change in fat mass from time of diet start), decreased VMH expression of *Mpv17* and *Rbks* and increased expression of *Pcare* and *Gpn1*.

**Figure 6.**
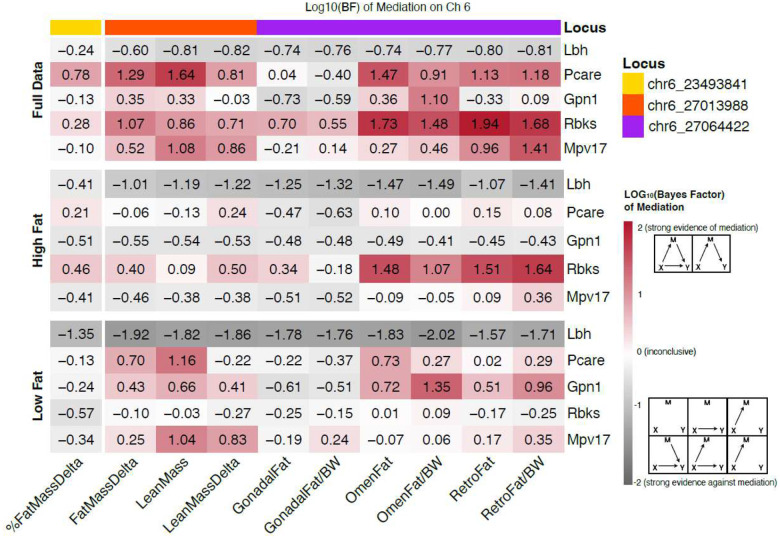
bmediatR results for the pleiotropic adiposity locus on rat chromosome 6. Each table column corresponds to a QTL locus (X) and phenotype (Y) combination, and each row to a gene whose expression level (M) is potentially mediating the effect of X on Y. Each table cell quantifies the evidence for mediation on the log10BF scale, with positive numbers favoring mediation, negative numbers favoring non-mediation, and zero being inconclusive (see scale on right, and Methods). Evidence for mediation is shown for diplotype-based analyses on both stratified (lower two subtables) and unstratified (top subtable) data, illustrating where inferred relationships are the same or different between the HFD and LFD groups. Color coding indicates strength of the mediation where darker red indicates strong evidence of mediation and grey indicates evidence against mediation.

**Figure 7.**
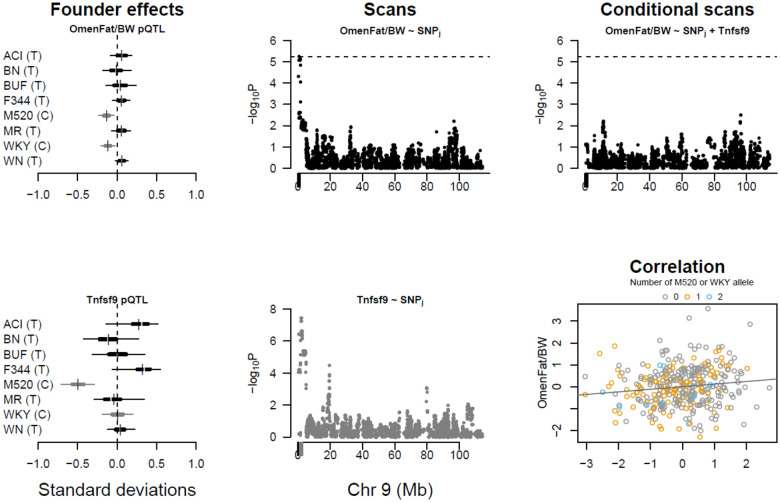
VMH expression of *Tnfsf9*, identified as a full mediator for the Omental Fat Pad Weight over body weight (Omenfat/BW) locus on rat chromosome 9. The first column shows estimated founder haplotype effects at the peak SNP, shown as box-whisker plots. Note that the M520 and WKY haplotypes lead to decreased OmenFat/BW, with the M520 haplotype also leading to decreased VMH expression of *Tnfsf9*. The second and third columns show the significant peak on rat chromosome 9 (where the dashed horizontal lines represent maximum _log(P value) of the physiological QTL), followed by conditional scans where *Tnfsf9* expression levels are included in the model, resulting in disappearance of the peak. Also pictured is expression QTL mapping within the VMH for *Tnfsf9* and the correlation between OmenFat/BW vs. *Tnfsf9* gene expression in the VMH across 391 HS rats, using a scatter-plot color-coded by genotype of the M520/WKY allele at the peak SNP of the OmenFat/BW pQTL.

**Figure 8.**
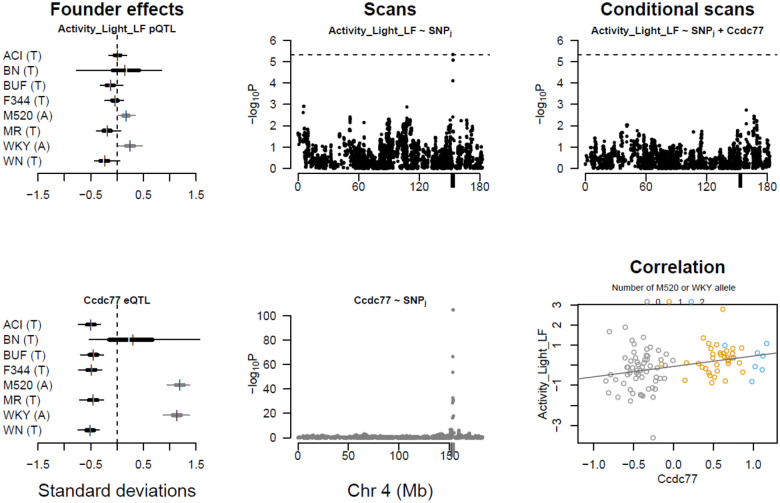
VMH expression of *Ccdc77* is identified as a full mediator for the low-fat diet-specific physiological QTL for activity levels during the light phase (Activity_Light) on rat chromosome 4. The first column shows estimated founder haplotype effects at the peak SNP, shown as box-whisker plots. Note that the M520 and WKY haplotypes lead to increased Activity_Light and increased VMH expression of *Ccdc77*. The second and third columns show the significant peak on rat chromosome 4 (where the dashed horizontal lines represent maximum log(P value) of the physiological QTL), followed by conditional scans where *Ccdc77* expression levels are included in the model, resulting in disappearance of the peak. Also pictured is expression QTL mapping within the VMH for *Ccdc77* and the correlation between Activity_LIght vs. *Ccdc77* gene expression in the VMH using a scatter-plot color-coded by genotype of the M520/WKY allele at the peak SNP of the Activity_Light pQTL.

**Figure 9.**
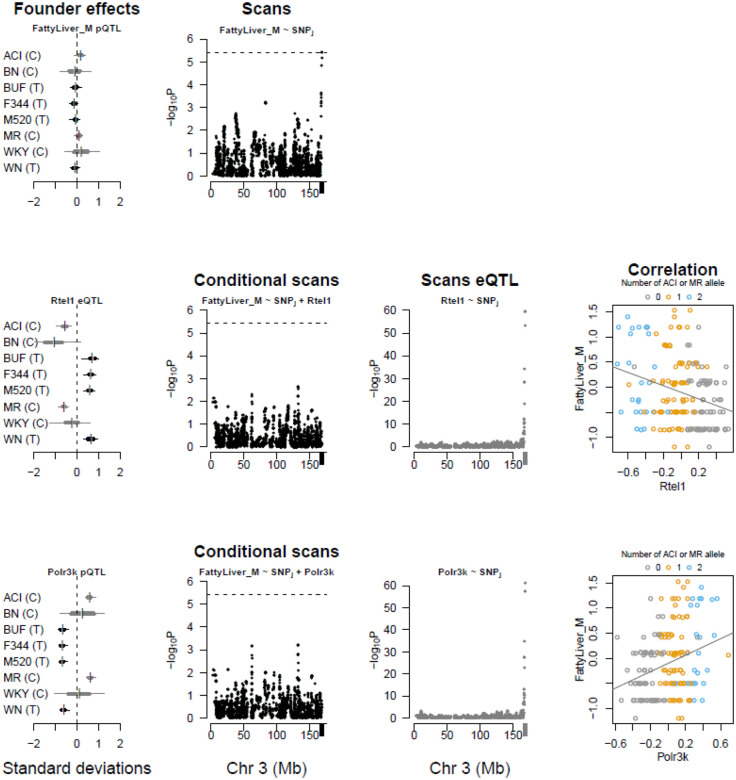
VMH expression of *Rtel1* and *Polr3k* are identified as full mediators for the fatty liver score (FattyLiver) locus on rat chromosome 3. The first column shows estimated founder haplotype effects at the peak SNP, shown as box-whisker plots. Note that the ACI and MR haplotypes lead to increased FattyLiver where BN and WKY share the C allele at this location, but do not seem to impact the phenotype, although large error bars indicate insufficient information. The C allele also leads to decreased VMH expression of *Rtel1* and increased expression of *Polr3k*. The second column show the significant peak on rat chromosome 3 (where the dashed horizontal lines represent maximum log(P value) of the physiological QTL), followed by conditional scans where *Rtel1* and *Polr3k* expression levels are included in the model, making the peak disappear. The third column shows expression QTL mapping within the VMH of *Rtel1* and *Polr3k*. The fourth column shows the correlation between FattyLiver vs. *Rtel1* and *Polr3k* gene expression in the VMH using a scatter-plot color-coded by genotype of the ACI/MR allele at the peak SNP of the FattyLiver pQTL.

**Table 1:** Phenotype Timeline

Age (weeks)	Time on diet (weeks)	Test
3	0	Wean
5	0	Weigh, baseline EchoMRI, place on LFD or HFD
12	7	Food intake
15	10	EchoMRI, IPGTT
16	11	Food intake, individual and pair-housed daily activity
17	12	Tissue harvest

LFD: low-fat diet, HFD: high-fat diet, IPGTT: intra-peritoneal glucose tolerance test

**Table 2.** Heritability across sex and diet conditions

	Full data	Males Low Fat Diet	Males High Fat Diet	Females Low Fat Diet	Females High Fat Diet
**BW**	0.46	0.46	0.69	0.31	0.42
**BWYoung**	0.44	0.42	0.45	0.29	0.25
**Heart**	0.24	0.2	0.19	0.15	0.3
**BWDelta**	0.36	0.38	0.6	0.31	0.41
**LeanMass**	0.47	0.48	0.62	0.57	0.59
**FatMass**	0.51	0.54	0.62	0.64	0.59
**FatMassYoung**	0.43	0.36	0.52	0.50	0.2
**LeanMasYoung**	0.34	0.29	0.37	0.4	0.27
**RetroFat**	0.46	0.46	0.65	0.45	0.59
**GonadalFat**	0.47	0.49	0.62	0.46	0.62
**OmenFat**	0.36	0.34	0.5	0.31	0.51
**Insulin0**	0.12	0.21	0.16	0.2	0.06
**Gluc0**	0.25	0.23	0.31	0.23	0.27
**GluAUC**	0.28	0.33	0.38	0.27	0.19
**CHOL**	0.31	0.44	0.27	0.36	0.32
**TRIG**	0.15	0.35	0.2	0.18	0.07
**Fatty_Liver**	0.09	0.11	0.17	0.04	0
**Food@7wks**	0.28	0.2	0.42	0.3	0.24
**Food@11wks**	0.28	0.21	0.25	0.27	0.32
**Activity_Total**	0.26	0.65	0.31	0.29	0.39
**Activity_Light**	0.26	0.26	0.43	0.41	0.38
**Activity_Dark**	0.29	0.61	0.28	0.23	0.23
**Activity_Paired**	0.2	0.5	0.3	0.28	0.36
**Activity_Single**	0.25	0.54	0.21	0.12	0.3
**AST**	0.19	0.06	0.02	0.3	0.27
**ALT**	0.21	0.06	0.2	0.29	0.13
**Liver**	0.41	0.3	0.49	0.29	0.43
**Brain**	0.26	0.26	0.28	0.17	0.1
**Kidney**	0.39	0.35	0.4	0.36	0.36
**Pancreas**	0.12	0.2	0.18	0.07	0.22

## Data Availability

The datasets generated and/or analyzed during the current study are available at the following: Publicly available in a repository: Genotype data are uploaded onto the University of California Library Digital Collection as Heterogeneous Stock (HS) Rat Genotypes, Version 6, https://library.ucsd.edu/dc/object/bb65996027 RNAseq data have been deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE330152 and in RatGtex (https://ratgtex.org/). Included in the paper or Supplementary Information: Raw phenotyping data are provided in Supplementary Table 2.

## List of Abbreviations

Activity_Dark: activity during the dark period
Activity_Light: activity during the light period
Activity_Single: activity while house singly
Activity_Total: total activity
ALT: Serum aspartate aminotransferase
AST: Serum alanine aminotransferase
BW: body weight
BWDelta: change in body weight from time of high fat diet start to end of study
BWYoung: body weight at 5 weeks of age
BMI: body mass index
BUN/Cre: Serum blood urea nitrogen/creatine ratio
CHOL: serum cholesterol
DE: differential expression
Gluc0: fasting blood glucose
GlucAUC: Glucose area under the curve during intra-peritoneal glucose tolerance test
GxD: gene by diet interaction
GxE: gene by environment interaction
GonadalFat: fat mass of the gonadal fat pad
GWAS: genome-wide association study
HMM: hidden Markov model
HFD: high fat diet
HS: heterogeneous stock
Insulin0: fasting serum insulin
IPGTT: intra-peritoneal glucose tolerance test
LFD: low-fat diet
LftKid: weight of the left kidney
OmenFat: weight of the omental and mesenteric fat pads
NES: normalized enrichment score
RetroFat: retroperitoneal fat mass
RigKid: weight of the right kidney
RUV: remove unwanted variation
SNP: single nucleotide polymorphism
SDP: strain distribution pattern
TRIG: serum triglycerides
TNF: tumor necrosis factor

How the deposited data were processed for this re-analysis (not part of the article)

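RNA of the ventromedial hypothalamus of 391 HS rats was sequenced: 98 females on LFD, 98 females on HFD, 101 males on LFD and 94 males on HFD. The sex and diet of each rat were taken from the sample labels, which the paper's methods match. According to the paper, the authors aligned the reads to Rn6.0 with STAR, removed PCR duplicates, counted reads per gene with featureCounts and normalized the counts with DESeq2. The authors deposited the values after DESeq2's variance-stabilizing transformation, on a log2-like scale. All columns of the table were matched to a sample by name, and 0 columns were left over.

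The deposited log2-like values were used as they stand in the main comparisons. Counts were recovered from them by inverting the closed form of the transformation, with the lowest value, 5.62, as a count of 0, and dividing each rat by its smallest step. A recovered count was called whole within a tolerance of 0.01, which held for 100% of the values, with a largest distance from a whole number of 2e-08. The total count per rat ranged from 11226094 to 22105063, with a median of 15583173. The recovered counts were used for depths, for the libraries' checks and for comparisons added later, not for the main ones. The paper states that genes with a mean of under 1 read per sample were excluded, and the table holds 8284 genes with a mean recovered count under 1.

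Diet and sex were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a mean-variance trend), with Benjamini-Hochberg adjustment over 28212 genes and a threshold of 0.1, the paper's. Each fit held 3 factors of unwanted variation, computed after the paper's description as the first left singular vectors of gene-centred values of 27763 control genes. The factors were not computed with RUVSeq, and sequencing batch was not among the covariates. The variance of males and females was compared on the residuals of the same fit. Other splits of the rats, 100 with the real one, permuted diet within sex or sex within diet, with control genes and factors computed anew. Factors were compared between diets by a two-sided permutation test.

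The alternatives set before the data were examined changed the number of factors, the scaling between rats, the moderation, the filter on low values, the threshold, the rats in the fit and the scale. Those added afterwards were 10, 20 and 30 factors, a minimum mean count of 1, limma's voom and a negative binomial Wald test on the recovered counts, and leaving out single libraries. The Wald test was written for this work in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, with 1 dispersion per gene by maximum likelihood. It has no shrinkage of dispersions and no treatment of outlying counts, and is not the authors' DESeq2 fit. Its splits numbered 24, with the real one.

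The limma and Wald fits were tested on simulated counts drawn with the genes' own means and dispersions and the rats' own depths. The limma fit held 3 factors and the Wald fit none. Genes were drawn independently, without variation shared between genes or an outlying library. The false calls thus do not measure those in the real data, where the Wald test gave a median of 120 genes in females with permuted diets. In 1 simulation 50 genes each were changed by 0.1, 0.2, 0.3 and 0.5. Of 50 genes changed by 0.5 on the log2 scale, limma recovered 48 in the full dataset, 45 in females and 47 in males, over 27780 genes. The Wald test recovered 48, 47 and 47, over 19928 genes. Over all sizes of change together, limma made 14 false calls in the full dataset, 13 in females and 17 in males, and the Wald test 22, 13 and 23.

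Genes to be named were fixed before the data were examined: the paper's genes, the 5 with the smallest p among those past the threshold for each diet comparison, and the 3 with the smallest p for the interaction and each sex contrast. The files used here do not pair the Ensembl identifiers with gene symbols, so at most 2 higher and 2 lower genes are named for a result, and ENSRNOG00000065260 is the one gene of the paper that was located. The comparisons of gene lists, of the paper's other genes and of sex genes by name were therefore not run. Genes that separate the sexes were found instead from the labels, as genes whose values did not overlap between the sexes and whose median in the other sex was under 10% of that in the higher one: 4 genes higher in males and 1 higher in females. Labels were then checked in each of the 391 rats with genes chosen in this way without that rat, a gene being on the wrong side past the midpoint of the log medians of the sexes. There were 2 rats with a gene on the wrong side. QTL, mediation and physiological traits were not analysed here.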

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

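The checks of single libraries, the negative binomial and voom tests, the fit with 30 factors and the permutations of sex and diet in this part were chosen after the result was seen, while the comparisons by sex were set before.

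One female on HFD had 412 of 19928 genes at more than 10 times the gene's median over the rats. The next library, of a male on HFD, had 99, and the median rat had 10. The median correlation of this library with the others was 0.956, the lowest of all rats, against 0.992 for the median rat. Its total count was 14016943, inside the range of the other rats, which argues against depth as the reason. A different piece of tissue, degraded RNA and a state of that animal were not tested. The effect of this library on the comparison of the sexes is given under the other observations.

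In another female on HFD, the 4 genes that separate males from females by label had a median of 25% of the male median, from 17.5% to 28.5% by gene. The next highest female was at 5.42% and the median female at 2.4%. With genes chosen without this rat, all 4 lay past the midpoint of the log medians of the sexes, on the male side, and the female-high gene lay on the female side. A wrong label alone is argued against, since the highest of the 4 genes was at 28.5% of the male median, while the lowest male had a median over its male-high genes of 74.9%. Reads of a single male in this library cannot be told apart from other sources, since only 1.54% of males (3 of 195) had as large a spread between the 4 genes, while a male outside these rats was not measured. Its gene higher in females was at 58.9% of the female median, inside the female range of 35.6% to 167%. A mixture of cells of both sexes in the animal was not tested.

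In a male on HFD, the gene higher in females was at 16.7% of the female median, and in a male on LFD at 10.0%. The next highest male was at 7.17% and the median male at 2.36%. With genes chosen without the rat, the male on HFD had its female-high gene past the midpoint, on the female side. Its male-high genes were at a median of 85.5% of the male median, while the highest female had 25%, which argues against a wrong label. Reads of a female cannot be told apart from a high value of this gene in the animal, since 1 gene alone bears on it, at 16.7%. Leaving out these 3 rats left 0 genes by diet in the full dataset and in females and 1 in males.

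Genes DE by sex, whose numbers the paper's text does not give, came to 659 on HFD (378 higher in males) and 147 on LFD (87 higher in males) with limma at an adjusted p of 0.1. With sex permuted within diet, 1 of 100 splits, the real one, gave as many on HFD, and 1 of 100 on LFD, so a random grouping is argued against. The 2 genes with the largest differences named here, ENSRNOG00000057231 and ENSRNOG00000060048, were higher in males on LFD by 3.80 and 3.42 in VST value. These are not log2 fold changes of the counts, which differed more. On LFD the mean count of ENSRNOG00000057231 was 1395.5 in males and 31.7 in females. That of ENSRNOG00000060048 was 929.75 and 22.7. The number on HFD was above that on LFD by 512. With diet permuted within sex, 1 of 100 splits, the real one, gave a difference as large in either direction (from -468 to 469 in the others). With the negative binomial Wald test the difference was 888, and 1 of 24 splits reached its size. Without the female with most high counts it was 1.0e+03 (1 of 24 splits), and with the highest counts capped it was 659 (2 of 24 splits). With 3 factors, a random grouping of the diets is thus argued against with limma and with 2 of the 3 forms of the Wald test. Without factors, limma does not argue against it, since permuted diets gave larger differences. There the real split had 5.0e+02 genes by sex on HFD and 57 on LFD. Among the permuted splits, 1 had 1301 on HFD and 49 on LFD, and another had 104 and 2575. For the number on HFD alone, 2 of 100 splits without factors, the real one included, had as many. The order of the diets depends on the factors, since with 30 factors there were 270 genes by sex on HFD and 344 on LFD. For single genes, the diet effect differed between the sexes past the threshold in 0 genes with limma, with 1594 at an unadjusted p under 0.05, in 0 with voom and in 22 with the Wald test. An effect of the diet on sex differences and a technical difference between the diets stay open, as untested.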

How the results depend on the processing

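The settings of the third paragraph, the fit without 3 rats in the last one and the simulations were chosen after the result was seen, and the others before. Of those set before, 9 of 12 kept the number of genes DE by diet in the full dataset at 0, 12 of 13 kept it at 0 in females, 9 of 13 kept it at 1 in males (with inverse normal values the 1 gene past the threshold was lower on HFD, with the other 8 it was higher) and 11 of 12 kept it at 0 for the interaction. The number by sex stayed within 1.5 times in 7 of 12 on LFD and 8 of 12 on HFD. The median log2 variance ratio of males to females ranged from 0.057 to 0.11, and the change of ENSRNOG00000065260 stayed below 0 without passing the threshold under all 8. Its distribution had 1 component under all 3. Where a value below moved, the cause was not tested unless stated.

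With no factors there was 1 gene in the full dataset, 2 in females, 0 in males and 57 by sex on LFD. With 1 factor there were 0 in males, 90 by sex on LFD and 362 on HFD, and the correlation of male and female effects was 0.237. With the first principal component these were 0, 89, 361 and 0.236. With 5 factors there were 3 in the full dataset, 2 in males, 1 for the interaction, 236 by sex on LFD and 1.2e+03 on HFD. Inverse normal values gave 2 in the full dataset. An adjusted p of 0.05 gave 91 by sex on LFD and 385 on HFD, by its stricter threshold. Blocks of library numbers, the filter on low means, other moderation, quantile normalization, median centring and each sex fitted alone moved none of the numbers of genes by more than 1.5 times. The correlation of male and female effects was -0.067 with blocks of library numbers, against -0.038 in the first fit.

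The other settings, chosen after the data were examined, are given in the order full dataset, females, males, interaction, sex on LFD and sex on HFD. With 10 factors there were 11, 1, 5, 0, 484 and 747 genes, with 20 factors 10, 4, 0, 0, 743 and 1373, and with 30 factors 7, 0, 0, 0, 344 and 270. A minimum mean count of 1 gave 0, 0, 1, 0, 148 and 796, and without factors 2, 95, 0, 0, 65 and 7.3e+02. Voom gave 0, 0, 1, 0, 158 and 814, without factors 2, 6.2e+02, 0, 0, 59 and 802, and without factors with total counts as library size 3, 985, 0, 0, 48 and 668. The negative binomial Wald test gave 168, 166, 45, 22, 249 and 1137, and without factors 301, 1.2e+03, 23, 87, 119 and 1211. With the highest counts capped it gave 25, 7, 23, 15, 251 and 910, and without factors 16, 600, 12, 22, 106 and 928. Without the female with most high counts it gave 28, 13, 55, 24, 277 and 1288, and without factors 105, 726, 35, 43, 126 and 1289. Leaving that female out of limma's fit gave 1, 0, 1, 0, 167 and 921, and without factors 3, 9, 0, 0, 71 and 6.6e+02.

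Not run were the alternatives for gene lists, for the paper's genes given by symbol, for correlations of genes at a locus and for the shape of those genes, as the identifiers were not paired with symbols. The fit without rats whose sex genes, chosen by name, go against the label was not run for the same reason. Leaving out 3 rats with opposite-sex counts gave 0, 0, 1, 0, 152 and 663 genes in the order above. No paired analysis was possible because the groups share no replicate numbers, for diet within a sex or sex within a diet. Of 144 pairs of rats with neighbouring library numbers, 143 were of opposite sex and opposite diet, a structure that was not used as a block except through the blocks of library numbers above. Depth was similar in the 4 groups. For a change of 0.1 on the log2 scale in simulated counts, limma recovered 27 of 50 genes in the full dataset, over 27780 genes. It recovered 18 of 50 in females and 18 of 50 in males, with 14, 13 and 17 false calls over all sizes of change. All sizes were simulated together, so these are not the recoveries of 50 such genes alone.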

Differences from the paper's values

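The settings of the second paragraph were chosen after the result was seen. The paper reports 101 genes DE by diet in the full dataset, where limma on the VST values gave 0. It reports 269 in females, where limma gave 0, and 11 in males, where limma gave 1. The paper used DESeq2 on counts with sequencing batch as a covariate. Of the alternatives set before that, all 12 for the full dataset and all 13 for each sex also differed from the paper's values by more than 1.5 times, with 0 to 3 genes in the full dataset, 0 to 2 in females and 0 to 2 in males.

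Among the settings chosen after seeing the values, 2 settings came within 1.5 times of one of the paper's values. The negative binomial Wald test without factors and without the female with most high counts gave 105 genes in the full dataset, but 726 in females and 35 in males. The same test without factors, with each gene's highest counts capped, gave 12 genes in males, but 16 in the full dataset and 600 in females. With the 3 factors and all rats the Wald test gave 168, 166 and 45 genes. No fit came within 1.5 times of all 3 values, or of the paper's value in females. Recomputations of the female statistics by a normal approximation, which are not fits, did come that close in females. Voom without factors gave 235 genes there when each statistic was divided by the ratio of male to female residual SD. Limma without factors gave 182 over genes with a mean count of at least 1, against 95 in the fit itself.

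The paper gives 28213 transcripts, and the table used here holds 28212 genes.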

Other observations

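The tests in this part were chosen, or the reading of their outcome was written down, after the result was seen. Of them, the permutations for the variance in the sexes and for the correlation of male and female diet effects had been set before the data were examined.

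The real split had 0 genes by diet in the full dataset, in females and for the interaction. Any split has at least 0 genes, so that 100 of 100 splits with diet permuted within sex reached this says nothing about the grouping. In males 5 of 100 splits had at least 1 gene. The genes at an unadjusted p under 0.05 were as many as in the real split in 34 of 100 splits for the full dataset, 10 of 100 for females and 51 of 100 for males. The correlation across genes of the diet effects in males and females was -0.038 (Spearman's rho -0.015), and 76 of 100 splits gave one as large in size. It was 0.08 without factors, -0.12 with 5 factors and -0.13 (rho -0.093) without the female with most high counts, which was left out after the data were examined. The correlations of the permuted splits ranged from -0.304 to 0.307. Genes are not independent replicates.

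The negative binomial Wald test, as run here, called many genes with permuted diets. In the full dataset the real split had 168 genes, against a median of 21 and a range of 3 to 161 in the other splits, and 1 of 24 splits had as many. It was 3 of 24 for females, 3 of 24 for males and 12 of 24 for the interaction. In the other splits the median was 120 genes in females (27 to 196) and 10 in males (1 to 58). With the highest counts of each gene capped at the third highest rat, 2 of 24 splits had at least the 25 genes of the real split in the full dataset. Without the female with most high counts, 4 of 24 had at least the 28 of the real split. It was 17 of 24 for the 13 genes in females and 3 of 24 for the 55 in males. The number of genes in the full dataset was thus beyond all other splits only with that female included and the counts uncapped.

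In the same test females had more genes than males in the real split (166 and 45) and also in 23 of 23 splits with permuted diets, which argues against the diets as the reason for the larger number in females. A candidate explanation is the single female library with many high counts. Without it the test gave 13 genes in females and 55 in males, and females had more genes than males in 12 of 23 permuted splits. Extreme counts in few rats of any group are a candidate explanation too, since with the highest counts capped the test gave 7 genes in females and 23 in males. Both hold for the fits with 3 factors. Without factors the test gave 1.2e+03 genes in females and 23 in males, 726 and 35 without that female, and 600 and 12 with the highest counts capped. Neither that library nor extreme counts in few rats is thus the whole cause there. This was seen in the test written for this work. It was not examined whether the authors' fit, which can treat outlying counts differently, depends on that library.

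The higher median variance in males, a log2 ratio of 0.077, was reached in 24 of 100 splits with sex permuted. Without the female with most high counts it was 0.16, and 1 of 100 splits, the real one, reached it. This rat was left out because it was the most extreme of all rats, and no rat was left out of the permuted groups by the same rule within each, so the second value favours a higher variance in males. A difference between the sexes stays open.

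Without factors, voom gave 6.2e+02 genes in females and 0 in males (8.2e+02 in females by a normal approximation). Each gene's female statistic was then divided by the ratio of its residual SD in males to that in females. By the same approximation, 235 genes passed. The statistic rested on a spread pooled over both sexes, and the ratio on VST values. The 235 is thus not the number that the spread of males alone would give. The sexes were contrasts in a fit with 1 spread per gene, so the spread in males entered the tests of both sexes alike and could not lower the number in males alone. In limma without factors, the median ratio of male to female standard errors was 1.003. Larger standard errors in males are thus argued against as the reason in such fits. Other splits were not run with voom, so the spread of these numbers is not known, and the cause of the difference is left open.

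Without factors, 4235 genes had an unadjusted p under 0.05 by diet in females, and 1 of 100 splits, the real one, had as many. The female fold changes followed the loadings of the first factor across genes (r = 0.827), those of males did not (r = -0.063). With 1 factor, 1809 genes were left in females, so variation along that factor is a candidate explanation. The first factor goes with the first principal component, which holds 31.4% of the variance. In females it was higher on HFD by 0.34 SD (permutation p = 0.0193, adjusted p = 0.116 over 6 tests of 3 factors in both sexes), and in males the difference was -0.014 SD (permutation p = 0.923). The difference between the sexes had a permutation p of 0.084. A difference in depth is argued against by a correlation of the factor with the total count of rho = 0.0502. The factor did go with the number of genes at a count of 0 (rho = 0.526), so a difference in the complexity or quality of the libraries stays open, as do tissue taken at dissection and an effect of the diet in females. None of these was tested, and fitting the factor removes any of these alike.

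Counts of the genes of the other sex were seen in 195 of 196 females and 195 of 195 males. In females the 4 male-high genes had medians of 2.13% to 2.5% of the male median, the highest 1.17 times the lowest, and in males the female-high gene had 2.36% of the female median. Across females the shares of the 4 genes moved together (rho from 0.491 to 0.666 over 6 gene pairs). Reads carried between libraries are a candidate explanation. Reads of related genes on other chromosomes were not tested.

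One male on HFD and one male on LFD had the closest libraries of 76245 pairs (r = 0.9984, next pair 0.9977). The chi-square of their counts per degree of freedom was 1.94, over genes with a summed count of at least 20, against 3.14 to 3.66 for the next 5 pairs and a median of 25.5 for 300 random pairs. A value above 1 argues against 1 library in both samples. On 44 genes with flat or several-peaked distributions, after removing group means and 10 components, the pair's correlation was 0.863, the highest of all pairs, and the next was 0.778. With other limits it was 0.960 on 18 genes (next 0.906) and 0.797 on 83 genes (next 0.671), the highest in each. RNA of 1 animal in both libraries is a candidate explanation, and close relatives cannot be told apart from it, since other pairs reached 0.778 and the rats' relations were not used here. Both were kept as labelled. Leaving them out left 0 genes in the full dataset, 0 in females and 1 in males.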
